A study of Mus musculus with 18 samples.

How the data were processed

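Micro-C is a chromosome conformation capture assay in which chromatin is cut between nucleosomes with micrococcal nuclease and DNA ends that lie close together in the nucleus are ligated. Read pairs from such ligations give the frequency with which any pair of genomic positions meets. A loop is a pair of positions, its anchors, that meet more often than their surroundings. A topologically associating domain, called a domain here, is a stretch of chromosome whose positions meet each other more often than positions outside it. Per the labels, 18 Micro-C libraries were made from G1E-ER4 cells. These are mouse erythroblasts that carry the erythroid factor GATA1 fused to a hormone-responsive receptor domain. The subline used has LDB1, a protein that bridges transcription factors bound at distant sites, joined to an auxin-inducible degron. Such a degron generally causes loss of the tagged protein when auxin is added. The labels give 9 untreated samples and 9 samples treated with auxin for 4 h, each numbered from 1 to 9.

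The deposited files analysed here were 1 list of loops and 1 list of domains for the whole series. Their values are genome coordinates in bp, and neither list has a header, a score, a p-value or any value per sample or per treatment. Per the labels' protocols, chromatin was digested and ligated, fragments of dinucleosome size were taken from a gel, and indexed libraries were prepared. The aligner, the loop and domain callers, their resolutions, the filters and the samples that entered each list are stated by neither the labels nor the lists. The authors' name for the domain list says that domains were filtered and merged. The number of columns with per-sample values that could not be given a sample was 0, since no column held such values. Read depth per sample is therefore unknown here, and no interval that depends on read depth is given. Each of the 4 tested shares is given with its 95% Wilson interval, as are some other shares, and such an interval covers only the counting of loops, anchors or domains and not the variation between cell cultures. It treats them as independent, although many loops share anchors or lie in the same domain, so it may be too narrow. There are no replicates behind any value, and the spread over the 20 chromosomes is given in their place.

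The genome build is not stated. On 8 of the 20 chromosomes the coordinates ran past the last gene of the GRCm38 gene table that was provided. On chromosome 7 the largest coordinate was 152462500, which lay 7.14 Mb past that gene. The files therefore use a build other than GRCm38. Coordinates are given as the files give them, counted from 1, and none was converted. No gene annotation of the files' build was used, so promoters at loop anchors, promoter pairs and the genes named in the design were not analysed here. The effect of auxin on loops was not analysed here either, because the lists hold no value per treatment.

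All calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Starts were read as counted from 0, as is usual for these formats. Loop span was the distance between anchor midpoints. Each loop was assigned to a coordinate grid by the positions of its anchors. The 10 kb grid held loops whose anchors both started at a multiple of 10 kb. The 5 kb grid held loops with an anchor starting 2500 or 7500 bp past such a multiple, and the 2 kb grid held the rest. A domain boundary was a distinct start or end of a domain. Densities per Mb used the span between the first and the last coordinate of either list on a chromosome. Confidence intervals of medians were taken from order statistics at 95%.

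The 4 comparisons were all tested by two-sided permutation tests with 1000 random placements. The share of distinct anchors with a midpoint within 20 kb of a boundary, the share of loops with both anchor midpoints inside 1 domain, and the share of domains with a loop at their corner were each compared with circular shifts. In a shift, all anchors or loops of a chromosome moved together by at least 1 Mb. A corner loop had its left anchor within 20 kb of the start and its right anchor within 20 kb of the end of the same domain. The share of loops that overlapped an anchor of another loop by at least 1 bp was compared with placements in which each loop moved on its own by up to 1 Mb either way. All shifts and moves were whole multiples of 10 kb, and the chromosome spans were rounded outward to such multiples. All anchors and most domain boundaries lie on bin grids, and on simulated lists a shift off the grid produced differences where none existed. The p-values were adjusted over these tests by the Benjamini-Hochberg method. The smallest two-sided p that 1000 placements can give is 0.001998. Tests for single chromosomes and the profile of anchors around boundaries used 200 shifts.

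Anchors that overlapped were merged into anchor regions, and regions linked by loops directly or through other regions formed a network. The rule for naming regions, fixed before the data were examined, was to name the 5 anchor regions with the most loops. Ties at 14 loops made this 7 regions. The 4 tests were run on simulated data first. For the rate of false positives, 100 loop lists were simulated and tested with the observed domain list, each with 5000 loops and 200 placements. Their loops were scattered singly on the 10 kb grid, so the rates do not cover lists as clustered as the observed one. In these lists p fell below 0.05 in 6 for boundaries, 2 for loops inside a domain, 7 for corners and 6 for shared anchors. With 30% of loops placed to carry the effect, each permutation test gave p = 0.00995, the smallest value that 200 placements allow. Alternatives changed the distance that counts as at a boundary or corner, the kind of random placement, the set of domains, the set of loops, the overlap that counts as shared and the chromosomes included.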

Results

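The series compared chromosome contacts in LDB1-AID G1E-ER4 erythroblasts without treatment and after 4 h of auxin, with 9 Micro-C samples in each group. The question its title raises is how LDB1 joins several enhancers into networks. The data analysed here were a list of 20926 loops and a list of 13483 domains, each made once for the whole series. Contact values for single samples or treatments were not used here, and the depth of each sample is unknown here. No difference between untreated and auxin-treated cells could be measured from the lists, and every value that follows describes the lists as a whole. Which of the 18 samples entered each list is not stated. The genome build is not stated, and the coordinates are those of the files.

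All 20926 loops joined positions on the same chromosome, and the lists covered 19 autosomes and the X chromosome. Each anchor was 10000 bp wide, and the loops had 32920 distinct anchors. The median span was 175 kb (95% CI 170 to 180 kb), with quartiles of 92 and 330 kb and a range of 18 to 1995 kb. There were 5573 loops (26.6%) with spans under 100 kb and 835 loops (3.99%) with spans over 1 Mb. Some loops overlapped another loop at both anchors. Counting each such contact once removed 752 loops and left 20174 with a median span of 180 kb.

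Anchor positions lay on 3 coordinate grids. The 2 kb grid held 4311 loops (20.6%), the 5 kb grid 9831 loops (47.0%) and the 10 kb grid 6784 loops (32.4%). Median spans were 78 kb on the 2 kb grid, 195 kb on the 5 kb grid and 280 kb on the 10 kb grid. The longest span on the 2 kb grid was 198 kb, compared with 1995 and 1990 kb on the coarser grids. The shortest spans were 18 kb on the 2 kb grid and 45 kb on the 5 kb grid, which is 9 grid steps in both cases. On the 10 kb grid, 421 loops had a span of 90 kb, again 9 steps. Another 103 loops on that grid were shorter, where 101.8 were calculated to come from 2 kb grid loops that fall on multiples of 10 kb by chance. The range of spans in the list therefore differed by grid, and spans of different grids were pooled only for the whole list.

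**Figure D1:**
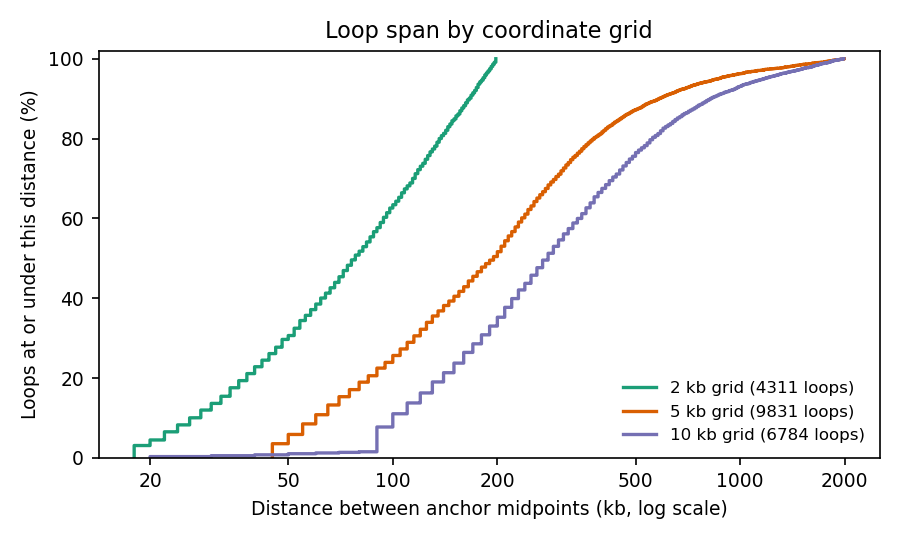
Cumulative share of loops (vertical axis, percent) by distance between anchor midpoints (horizontal axis, kb, log scale), 1 line per coordinate grid. The 2 kb grid ends at 198 kb, and the medians lie at 78, 195 and 280 kb for the 2, 5 and 10 kb grids.

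The 13483 domains had a median size of 410 kb (95% CI 405 to 420 kb), with quartiles of 260 and 710 kb and a range of 100 to 2000 kb. Domains were nested. Of the domains, 8410 (62.4%) held no other domain and had a median size of 290 kb. There were 5290 domains (39.2%) that lay inside no other domain, with a median size of 637 kb. Both conditions held for 2137 domains. Domains covered 97.5% of the span of the lists. Their starts and ends made up 17433 distinct boundaries, of which 7020 (40.3%) were the end of 1 domain and the start of another.

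Loop density varied between chromosomes more than domain density. Autosomes had from 6.09 loops per Mb on chromosome 14 to 13.2 loops per Mb on chromosome 11, and X had 2.39 loops per Mb. Domain density was 4.57 to 5.86 domains per Mb on the autosomes and 5.58 domains per Mb on X. The X chromosome held 391 loops and 912 domains. Its median loop span was 160 kb, inside the range of 145 to 220 kb over the autosomes. With 1 value per chromosome and a single X, the difference between X and the autosomes was not tested.

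**Figure D2:**
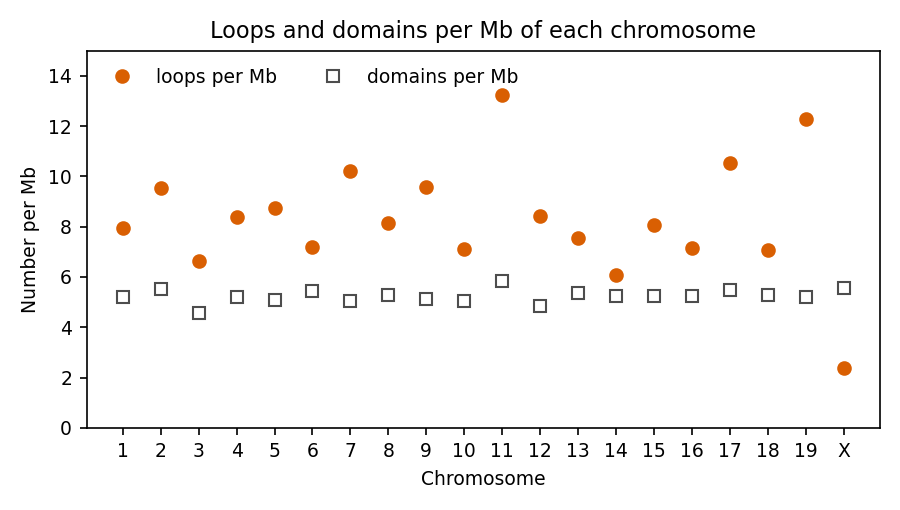
Loops per Mb (filled circles) and domains per Mb (open squares) for each chromosome, on a vertical axis of number per Mb that starts at 0. X has 2.39 loops per Mb, below the autosomal range of 6.09 to 13.2, and 5.58 domains per Mb, inside the autosomal range of 4.57 to 5.86.

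To ask whether loops end where domains end, anchors were compared with domain boundaries. Of the 32920 distinct anchors, 8749 lay within 20 kb of a boundary, a share of 26.6% (95% Wilson interval 26.1 to 27.1%). After circular shifts the share was 18.2% ± 0.288 (SD over 1000 shifts), with a range of 17.2 to 19.0%. The observed share was 1.46 times this mean (two-sided permutation test, p = 0.001998, the smallest that 1000 shifts give; the adjusted value was the same). The share was above the mean of its own shifts on 20 of 20 chromosomes and above all 200 shifts on 18. On chromosome 17, at 21.0%, and on X, at 26.2%, it lay inside the range of the shifts, which reached 22.0% and 28.4%. It averaged 26.5% ± 2.02 (SD over 20 chromosomes), from 21.0 to 29.8%. The alternative that moved the ratio most was a distance of 60 kb, chosen after the data were examined, with 57.2% of anchors against a mean of 44.2% after shifts. Counted from the side of the domains, 7019 of 17433 boundaries had an anchor within 20 kb. This share of 40.3% (95% Wilson interval 39.5 to 41.0%) compared with 27.8% ± 0.403 (SD over 1000 shifts). The share depended on the distance: 54.2% of boundaries had an anchor within 40 kb against a mean of 39.5% after shifts, and 60.4% within 60 kb against 46.2%. Both of these distances were chosen for boundaries after the data were examined.

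Left and right anchors were distributed differently around boundaries. Anchors were counted by signed distance in steps of 10 kb, where positive distances lie at higher coordinates than the boundary. Left anchors were most frequent at +30 kb, with 2807 pairs of an anchor and a boundary, and 1269 pairs at 0 kb. Right anchors were most frequent at -20 kb, with 2982 pairs, and 2564 pairs at 0 kb. The profiles of left and right anchors were close to mirror images around +10 kb rather than 0 kb. Left anchors had 2515 pairs at +20 kb, near the value of right anchors at 0 kb. Right anchors had 1253 pairs at +20 kb, near the value of left anchors at 0 kb. An offset of about 10 kb between the lists could make the values at 0 kb unequal and was not tested. The means after shifts were 1161 pairs per step for left anchors and 1158 for right anchors. At the peak of left anchors there were 856 pairs with right anchors, and at the peak of right anchors there were 638 pairs with left anchors.

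**Figure D3:**
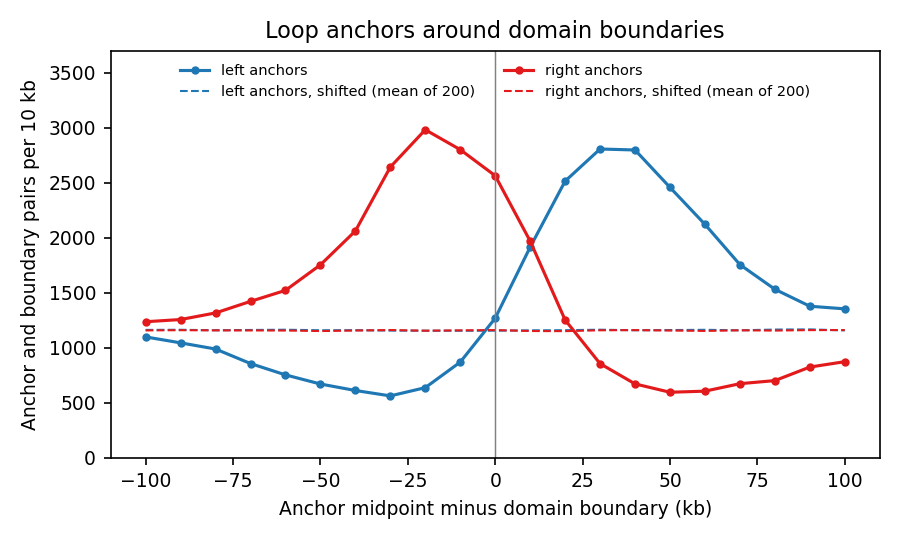
Pairs of a loop anchor and a domain boundary per 10 kb step (vertical axis, from 0) by signed distance of the anchor midpoint from the boundary (horizontal axis, kb), for left anchors (blue) and right anchors (red); dashed lines are means of 200 circular shifts. Left anchors peak at +30 kb with 2807 pairs and right anchors at -20 kb with 2982 pairs, against shifted means of 1161 and 1158.

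The next comparison was whether loops stay within domains. Of the 20926 loops, 18098 had both anchor midpoints inside a single domain, a share of 86.5% (95% Wilson interval 86.0 to 86.9%). Circular shifts of the loops gave 76.8% ± 0.566 (SD over 1000 shifts), from 74.8 to 78.7%. The ratio was 1.13 (two-sided permutation test, p = 0.001998, unchanged by adjustment), and the share was above the mean of its shifts on 20 of 20 chromosomes. It was above all 200 shifts on 19 and inside their range on chromosome 17, at 86.3% with a highest shift of 87.0%. Over chromosomes it averaged 86.5% ± 3.01 (SD over 20 chromosomes), from 80.7 to 92.8%. The ratio moved most when only domains that held no other domain were used, where 60.4% of loops lay inside 1 domain against a mean of 45.3% after shifts.

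A loop at the corner of a domain joins its start to its end. Such a loop, with each anchor within 20 kb, was found for 692 of 13483 domains, a share of 5.13% (95% Wilson interval 4.77 to 5.52%). Circular shifts gave 1.27% ± 0.0984 (SD over 1000 shifts), from 0.986 to 1.56%. The observed share was 4.03 times the mean (two-sided permutation test, p = 0.001998, unchanged by adjustment). It was above all 200 shifts on 19 chromosomes and inside their range on chromosome 17, at 2.97% with a highest shift of 3.17%. Over chromosomes it was above the mean of the shifts on 20 of 20, averaging 5.22% ± 1.59 (SD over 20 chromosomes), from 1.64 to 8.76%. With a distance of 60 kb, chosen after the data were examined, the share was 22.8% against a mean of 7.78%, the alternative that moved the ratio most.

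Sharing of anchors between loops is the property of the list that bears on networks of contacts. Of the 20926 loops, 19046 overlapped at least 1 anchor of another loop, a share of 91.0% (95% Wilson interval 90.6 to 91.4%). When each loop was moved on its own within 1 Mb, the share was 59.9% ± 0.368 (SD over 1000 placements), from 58.8 to 61.1%. The ratio was 1.52 (two-sided permutation test, p = 0.001998, unchanged by adjustment). The share was above all 200 placements on 20 of 20 chromosomes and averaged 90.4% ± 3.80 (SD over 20 chromosomes), from 75.7 to 93.9%. Requiring identical anchor coordinates moved the ratio most, with 59.2% of loops against a mean of 13.3%.

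Merging overlapping anchors gave 20368 anchor regions with a median width of 10 kb, the widest being 65 kb. Moved loops gave a mean of 32328 regions. Of the observed regions, 52.1% had a single loop and 7.76% had 5 or more. There were 1580 regions with 5 or more loops, compared with a mean of 180 in moved loops, and 66 regions with 10 or more loops, compared with a mean of 1.39 and a range of 0 to 6. Regions linked by loops formed 3826 networks, and the mean in moved loops was 11744. Networks of 10 or more regions numbered 558, against a mean of 193 and a range of 164 to 225. Networks of 3 or more regions went the other way in number, at 1910 against a mean of 3336 and a range of 3192 to 3463. They nevertheless contained 90.7% of loops, against a mean of 59.7% in moved loops. For each of these counts the two-sided permutation p was 0.001998, the smallest that 1000 placements give. The largest network had 75 regions, which did not differ from the mean of 73.7 regions in moved loops (two-sided permutation test, p = 0.837).

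**Figure D4:**
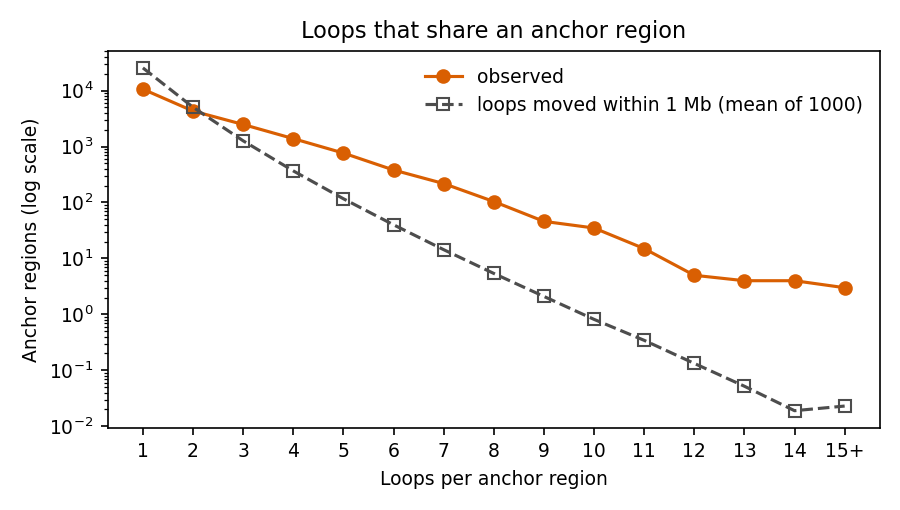
Number of anchor regions (vertical axis, log scale) by the number of loops per region (horizontal axis, with 15 and above in the last step), as observed (filled circles) and as the mean of 1000 placements of loops moved within 1 Mb (open squares). Observed regions with 10 or more loops number 66, against a mean of 1.39 in moved loops.

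The 7 regions with the most loops had 15 or 14 loops each. No gene is named for them, since no annotation in the files' build was used here. On chromosome 12, positions 117006001 to 117047500 had 15 loops to 11 partner regions with spans of 44 to 655 kb, and 13 of these loops ran to lower coordinates. Also on chromosome 12, positions 116407501 to 116472500 had 14 loops, of which 12 ran to higher coordinates. The midpoints of these chromosome 12 regions were 587 kb apart, 4 loops joined them directly, and 4 partner regions were common to both. On chromosome 17, positions 45850001 to 45877500 had 15 loops with spans of 54 to 990 kb, and 11 ran to higher coordinates. On chromosome 4, positions 145097501 to 145157500 had 15 loops with a median span of 1745 kb, and 11 of them spanned more than 1400 kb. The 3 remaining regions had 14 loops each and lay at 17432501 to 17460000 on chromosome 10, 101797501 to 101824000 on chromosome 15 and 91067501 to 91092500 on chromosome 16.

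The long loops of the chromosome 4 region belonged to a group of 20 loops that joined positions 145000001 to 145202500 with positions 146820001 to 146962500. Their spans were 1650 to 1920 kb, and 16 lay on the 5 kb grid and 4 on the 10 kb grid. No domain in the list held the whole group, but the largest domain was 2000 kb, little more than the width of the group. Hardly any domain could therefore have held it. The loop at its centre had 19 other loops within 100 kb at both anchors. Among the 835 loops longer than 1 Mb, the largest such number away from this place was 4. This group was singled out after its values were seen, and whether the sequence between its ends is intact and mappable in these cells was not measured here.

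**Figure D5:**
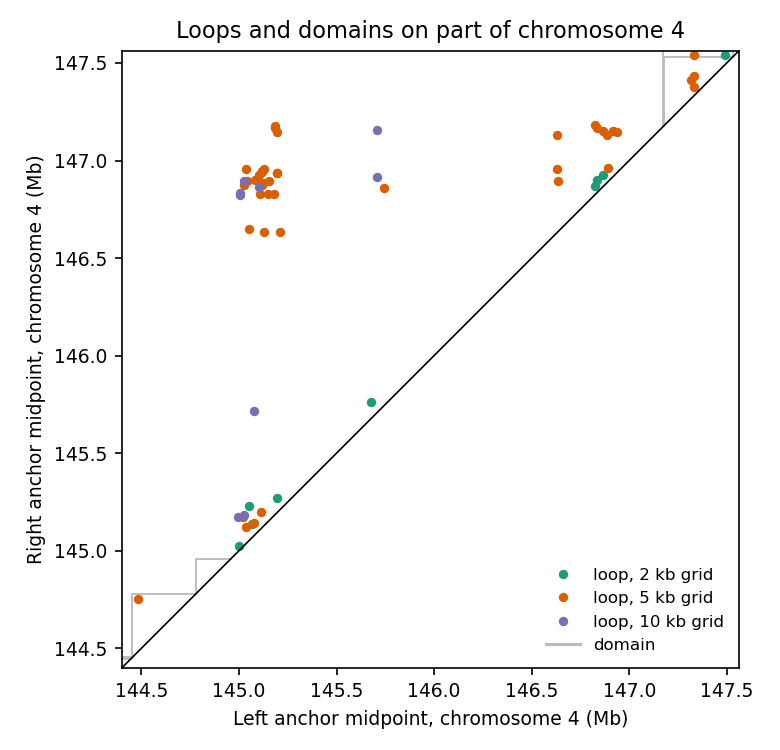
Loops (points, coloured by coordinate grid) and domains (grey outlines) on part of chromosome 4, with the left anchor midpoint on the horizontal axis and the right anchor midpoint on the vertical axis, both in Mb in the coordinates of the files. The 20 loops between positions 145000001 to 145202500 and 146820001 to 146962500 lie in the upper left, and the sequence between these places holds 0 whole domains.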

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

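The 4 tested results were recomputed under 23 alternatives, of which 5 were added after the data were examined: distances of 60 kb for boundaries and for corners, and 3 for shared anchors (the 5 kb grid only, each contact counted once, and moves within 50 kb). In all 23 the observed share stayed above the random mean, with a permutation p = 0.001998, the smallest that 1000 placements give, and the ratios ran from 1.12 to 4.46. The size of the shares depended on the setting. The share of domains with a corner loop was 1.58% at 10 kb, 15.3% at 40 kb and 22.8% at 60 kb, compared with 5.13% at 20 kb. The share of loops that share an anchor was 59.2% with identical coordinates and 96.0% with anchors within 10 kb of each other.

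Of 10 alternatives for the counts and medians of the lists, 4 moved the value, all through nesting. Counting only domains that hold no other gave 8410 domains with a median size of 290 kb. Counting only domains inside no other gave 5290 domains with a median size of 637 kb. The alternatives' own construction accounts for these values. The first drops every domain that holds another, and the second drops every domain that lies inside another. Leaving out X gave 20535 loops with a median span of 175 kb and 12571 domains with a median size of 415 kb, and counting each contact once gave 20174 loops with a median span of 180 kb.

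No paired analysis was possible because the lists hold no value per sample, although the labels number the samples of both groups from 1 to 9. For the same reason the alternatives for the effect of auxin were not run, and the replicate numbers could not be checked for pairing. A stricter list of loops was not run because the list has no score. The alternatives for promoters at anchors and for promoter pairs were not run because no annotation of the files' build was used here. The unknown depth of the libraries limits what an absent loop means, because a contact below the callers' thresholds, on whatever samples they were run, is missing from the list.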

Other observations

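All patterns below were noticed in the same lists on which they were tested, and the following tests were chosen only after the result they measure was seen: domains per Mb on X, the separation of the anchor peaks and their left and right ratios, the windows without domains and the question of shared sequence on chromosome 4. The only factor in the design is auxin, for which the lists hold no values, so no biological explanation was tested for any of them.

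X had 2.39 loops per Mb, compared with 6.09 to 13.2 on the autosomes. A lack of coverage over large parts of X would also lower its domains, but X had 5.58 domains per Mb, inside the autosomal range of 4.57 to 5.86. Domains, of 100 kb or more, say little about coverage at the scale of 10 kb anchors, so poorer coverage there is not excluded. A loss of long loops alone is excluded, because loops under 200 kb were at 1.45 per Mb on X and at 3.36 to 8.21 per Mb on the autosomes. Lower read depth on X remains a candidate explanation that the lists cannot settle. Loops on the 2 kb grid made up 13.3% of X loops (95% Wilson interval 10.3 to 17.0%), below the lowest autosome at 15%, yet 3 autosomes lay inside that interval. The 10 kb grid held 44.8% of X loops (39.9 to 49.7%), against 27.4 to 39.6% on the autosomes, which is the direction that fewer reads may give. Depth, coverage at the scale of loops and a true scarcity of loops on X cannot be told apart without reads or contact maps. The number of X copies in the cell line was not examined.

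Within 20 kb, 40.3% of boundaries had a loop anchor. This window leaves out the peak of left anchors at +30 kb. Wider windows raised the observed share and the random mean together, to 54.2% against 39.5% at 40 kb and 60.4% against 46.2% at 60 kb. A large constant offset between the lists would put anchors of both kinds together most often far from 0. They were most frequent at 10 kb, so a large offset is unlikely, but an offset of about 10 kb is not excluded. Many boundaries show signs of averaging, since 2207 of them (12.7%) lie off the 5 kb grid. If averaging had blurred them, they would have fewer anchors nearby, but 59.6% of them had an anchor within 20 kb, against 37.5% of the boundaries on the grid. Boundaries used by several domains were not closer to anchors in any steady way: the share was 44.8% for boundaries of 1 domain, 32.8% for those of 2 and 42.3% for those of 3 or more. The excess at boundaries off the grid is not explained by denser anchors alone. Local shifts brought their share to a mean of 37.97% (35.0 to 41.2%) and that of other boundaries to 26.9% (26.0 to 27.9%), so the gap after shifts was narrower than observed. A candidate explanation, not tested, is that boundaries found by more than 1 call before merging are stronger boundaries.

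Left anchors peaked 30 kb above boundaries and right anchors 20 kb below them, a separation of 50 kb, so a boundary tended to sit between right anchors of loops on one side and left anchors of loops on the other. An offset between the lists would move both peaks the same way. Averaged boundaries away from bin centres are not the reason, since at boundaries on the centres of 10 kb bins the peaks were 60 kb apart. An average can also fall on a bin centre, so averaging as such is not excluded. Scatter around a position shared by both kinds of anchor is also excluded, as left anchors outnumbered right ones 3.28 to 1 at the left peak and right anchors outnumbered left ones 4.67 to 1 at the right peak. Containment of loops in domains could account for most of the anchors counted at each peak. Its effect on the peak positions and on the left and right ratios was not tested. When the 18098 loops inside a domain were placed at random within their smallest domain and all other loops stayed in place, left anchors at the left peak averaged 3143 (2995 to 3268). With repeated anchors counted in the same way over all 20926 loops, 3768 were observed, a ratio of 1.20, and the ratio at the right peak was 1.24. The loops that stayed in place count in both the random and the observed values. Anchors may therefore gather just inside domain ends beyond what containment gives. Domain callers may place boundaries between such anchors, and this was not tested.

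Sharing of anchors did not come from contacts listed on more than 1 grid, since 90.4% of loops shared an anchor with each contact counted once, against a mean of 58.5% in moved loops. On the 5 kb grid alone it was 78.7% against a mean of 33.7%. Dense patches of loops alone do not account for it. Moves within 50 kb, which keep such patches, gave a random mean of 74.5%, with a range of 73.5 to 75.3%, below the observed 91.0%. This mean was above the 59.9% of moves within 1 Mb, and how much of that rise came from patches and how much from anchors that still overlapped after short moves was not tested.

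Regions with a common partner were often joined to each other, as in a closed network. Of 33082 such pairs of regions, 6300 (19.0%) were joined by a loop. Other pairs of the same distance, matched on whether 1 domain held both, were joined in 10.9% (10.4 to 11.4%), a ratio of 1.75, with a higher share on 20 of 20 chromosomes. Splitting of broad anchors is not the whole reason for this excess. With regions within 20 kb merged and the same matching, 28.4% of pairs were joined against 18.4% of matched pairs. Matching on the number of loops per region too, with 7 or more as 1 class, gave 18.2% joined against 16.3% (15.8 to 16.9%). The ratio was 1.12, with a higher share on 19 of 20 chromosomes. This matching was not run on merged regions, so splitting may account for what then remained. On loops moved at random the matched ratios were 0.373 and 0.219, so the matching itself does not raise the ratio, and the size of the excess cannot be read from its distance to 1. The ranges treat pairs as independent, which they are not, so they are too narrow. Distance, a shared domain and the number of loops, as matched here, are thus not the whole reason, and how much each contributes was not measured.

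Loops of the same region tended to run the same way along the chromosome. Of 38391 pairs of partner regions of a region, 70.5% lay on the same side of it. Containment of loops in domains accounts for part of this, because a region near a domain end can only loop inward. For the 18098 loops inside a domain the share was 74.0%, and placing them at random within their smallest domain gave a mean of 64.7% (63.8 to 65.9% over 200 placements). Random placement left fewer pairs, 13367 on average against 29446 observed. Extrusion of loops from one side is a possible explanation that was not tested.

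The group of 20 loops on chromosome 4 joins places about 1.8 Mb apart, and its density has no match among the 835 loops over 1 Mb. Complete loss of the sequence in between is excluded, since 11 distinct anchors lie there. A loss or poor mappability of part of it remains open. The 1.62 Mb in between held 0 whole domains, which was rare, as it held for 403 of 25420 windows of that width (1.59%). Its 2 whole loops were not unusual, since 38.8% of such windows on chromosome 4 and 34.1% of all windows had as few. Similar sequence at both places, or an order of the sequence in these cells that differs from the reference, could also give such a group. No genome sequence or reads were used here, so these explanations cannot be told apart. This place, and the chromosome 4 region with 15 loops, may therefore reflect the reference or the cell line rather than looping.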
